A study of Mus musculus with 14 samples. Its data were reported in "Sequential deregulation of histone marks, chromatin accessibility and gene expression in response to PROTAC-induced degradation of ASH2L" (2023).

How the data were processed

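The study used immortalised mouse embryo fibroblasts (iMEF) that expressed an introduced human form of the chromatin protein ASH2L with an FKBP tag. An exon of the endogenous Ash2l gene had been deleted in these cells. The tag binds the small molecule dTAG-13, which recruits a ubiquitin ligase and so brings about degradation of the tagged protein. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out with an antibody against acetylated lysine 27 of histone H3 (H3K27ac), a mark of active promoters and enhancers. Per the labels, the 14 libraries fell into 8 groups. They comprised 2 H3K27ac libraries each for untreated control cells and for cells exposed to dTAG for 30 min, 2 h, 4 h, 8 h and 16 h, and 1 input library each, which is chromatin without immunoprecipitation, for control cells and for cells after 16 h.

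The authors trimmed the reads with Trim Galore, aligned them with BWA to the mouse genome GRCm38 (mm10) and removed unusable reads as ENCODE recommends. They merged replicates with Picard and called narrow peaks with MACS, whose version and threshold were not stated. The peaks of all samples were then joined into a single list of sites. The authors deposited this list as genome positions in base pairs, with a chromosome, a start and an end for each site. It had no read count, score or sample label for any site. Merging is described ahead of peak calling, but whether peaks were called on merged replicates was not stated. Because samples were joined, a site in the list may come from any time point. Without sample labels, the list cannot show how replicates differ. How the peaks were joined was not stated. If overlapping peaks were merged, a width in the list can exceed the width in any single sample. Read depth was unknown from the list.

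No comparison of a time point with control was carried out here, since the values analysed were positions only. Count-based tests had been planned for the 5 time points in case read counts were given, and they were not used here. What could be computed was the position and width of the sites in relation to genes, CpG islands and chromosomes.

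Start positions were read as counted from 0, because the narrowest sites then measured exactly 200 bp, the width at which sites piled up. Positions are printed counted from 1. The sequence was GRCm38.p6 and the gene annotation was GENCODE release M21 for the same build, an earlier release than that used by the authors. A promoter site was a site whose middle lay within 1 kb of the transcription start site (TSS) of any annotated transcript. A gene was counted as having a site if any of its TSSs had one. CpG islands (CGIs) were called from the repeat-masked sequence as runs of CpG dinucleotides, scored 17 for a CpG and -1 for any other base. A run was kept as a CGI if it had a length of at least 200 bp, a GC content of at least 50% and an observed to expected CpG ratio of at least 0.6. This gave 16114 CGIs on chromosomes 1 to 19 and X. The authors took theirs from the UCSC track, which was not used here.

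Shares of sites were compared with 1000 random placements of the same sites, with the same widths on the same chromosomes outside assembly gaps. Placed sites were allowed to overlap. The p-value was one-sided, and 0.000999 was the smallest that these placements allow. Widths were compared with a two-sided exact sign-flip permutation test over chromosomes, in which the 20 chromosomes were the units and 1.91e-06 was the smallest possible p. Pearson's r and Spearman's rho across chromosomes had two-sided permutation p-values from 100000 resamples. Confidence intervals of shares were 95% Wilson intervals. They cover counting error only, since neighbouring sites are not independent. Where a count was 0, the limit given corresponds to 3 counts. Calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plots were drawn with matplotlib 3.10.9.

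The procedures were tested on simulated data. With sites placed at random, 6.33% lay within 1 kb of a TSS and the permutation p was 0.218 (n = 122171 sites). With 30% of sites moved to TSSs, the share was 34.3%, compared to 34.4% expected from the part moved and the bases near TSSs. Of 20 random lists, 0 were called above random. A built-in width ratio of 1.5 was recovered as 1.51, and all 200 CGIs planted in random sequence were found.

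The main tests, which compared sites near TSSs, widths, chromosome densities and clustering, and 32 of the 37 alternatives run were fixed before the data were examined. The other 5 alternatives and several tests of the closing section were chosen later. The alternatives fixed beforehand comprised windows of 2 and 3 kb, any overlap with the window in place of the middle of the site, protein-coding or single TSSs per gene, merging of sites less than 1 kb apart, and omission of the narrowest 25% of sites. They also comprised omission of the X chromosome, a circular shift as random placement, stricter CGIs and other measures of density. Genes named in the Results were chosen by a rule fixed beforehand. It did not cover the genes of the densest bins and the X and Y gene pairs named in the closing section. The rule took 11 genes from the loci and complex members that the study measured or discussed. Other genes that it discussed, such as those of the KMT2 methyltransferases, were not included. The 5 widest sites and the chromosomes with the highest and lowest density of sites were also part of the rule. Of the 122228 sites, 57 lay on sequences other than the chromosomes and were left out of all comparisons.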

Results

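The study followed H3K27ac over 16 h after dTAG-induced loss of ASH2L, a subunit of the COMPASS/KMT2 complexes that methylate lysine 4 of histone H3. The 12 H3K27ac libraries comprised 2 from control cells and 2 from each of the 5 time points. The sites found in any of these samples formed a single list of 122228 H3K27ac sites, without a value for individual samples. The read depth behind a site was therefore unknown, there was no replicate error for any value below, and changes over time were not analysed here. The list was used to ask where H3K27ac sites lay in iMEF cells relative to promoters, CGIs and genes.

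Chromosomes 1 to 19 and X carried 122171 of the sites. The Y chromosome carried 0, and 0 were on mitochondrial DNA. The remaining 57 sites were on 15 sequences outside the assembled chromosomes. No pair of sites overlapped. The median width was 401 bp, with quartiles of 265 and 723 bp and a mean of 644 bp. The narrowest sites measured 200 bp, and 7054 sites (5.77%) had exactly this width, compared to 462 sites that were 1 bp wider. A width above 2000 bp was reached by 5285 sites (4.32%). Together the sites on chromosomes covered 78.7 Mb, which was 3.07% of the sequenced bases.

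The first question was how many sites lay at promoters, taken here as a window of 1 kb on either side of a TSS. The middle of 22885 sites, or 18.7% of 122171 (95% Wilson interval 18.5 to 18.95%), was within 1 kb of a TSS. When the same sites were placed at random, the share was 6.26% on average and ranged from 6.03 to 6.49% over 1000 placements. The observed share was 2.99-fold higher than this mean and above every placement (one-sided permutation p = 0.000999, the smallest possible). The share changed most with a window of 3 kb, where it was 30.5% compared to 16.0% at random. With TSSs of protein-coding transcripts only, it was 13.7% compared to 2.58%.

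Sites between 1 and 2 kb from a TSS made up 6.52%, and those between 2 and 3 kb made up 5.24%, compared to 5.15% and 4.55% at random. Beyond 3 kb, 41.1% of all sites were in introns and 2.80% in exons, compared to 34.8% and 2.26% at random. Intergenic sites beyond 3 kb accounted for 25.6%, which was 0.545 times the random mean of 46.9%. In each of these classes the observed share was outside the range of the 1000 placements. Thus 81.3% of the sites, or 99286, were outside the 1 kb window.

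**Figure D1:**
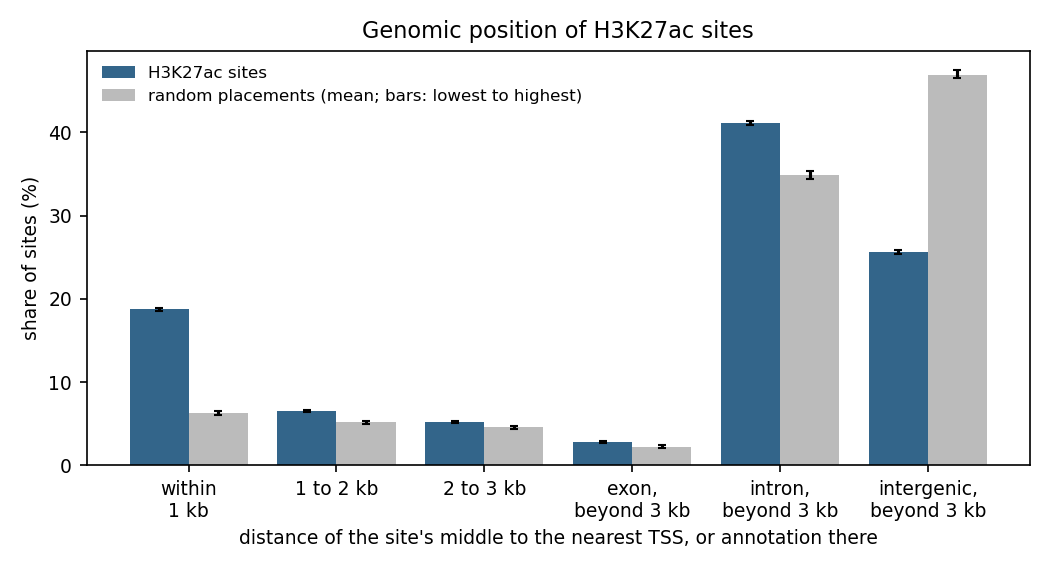
Share of the 122171 H3K27ac sites on chromosomes 1 to 19 and X (y axis, %) in 6 classes of distance to the nearest TSS or annotation (x axis), with 95% Wilson intervals, beside the mean of 1000 random placements with bars from the lowest to the highest placement. Sites within 1 kb of a TSS reach 18.7% compared to 6.26% at random, and intergenic sites 25.6% compared to 46.9%.

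Promoter sites were wider than other sites. Their median width was 678 bp (quartiles 364 and 1226 bp), compared to 369 bp (quartiles 255 and 619 bp) for the others, a ratio of 1.84. The ratio was above 1 on all 20 chromosomes and ranged from 1.67 to 1.97. The log2 ratio was 0.87 ± 0.07 (mean ± SD, n = 20 chromosomes; two-sided exact sign-flip permutation p = 1.91e-06, the smallest possible). The ratio was lowest, at 1.43, with a window of 3 kb. Conversely, the share of sites at promoters rose with width. The list was divided by width into 10 groups of equal size, and the share rose with every step. It was 9.17% (interval 8.68 to 9.70%) in the narrowest group, with a median width of 200 bp, and 41.2% (interval 40.3 to 42.0%) in the widest, with a median of 1872 bp. Promoter sites had a mean GC content of 54.6% and a mean repeat content of 12.3%, compared to 48.4% and 19.9% for the other sites.

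**Figure D2:**
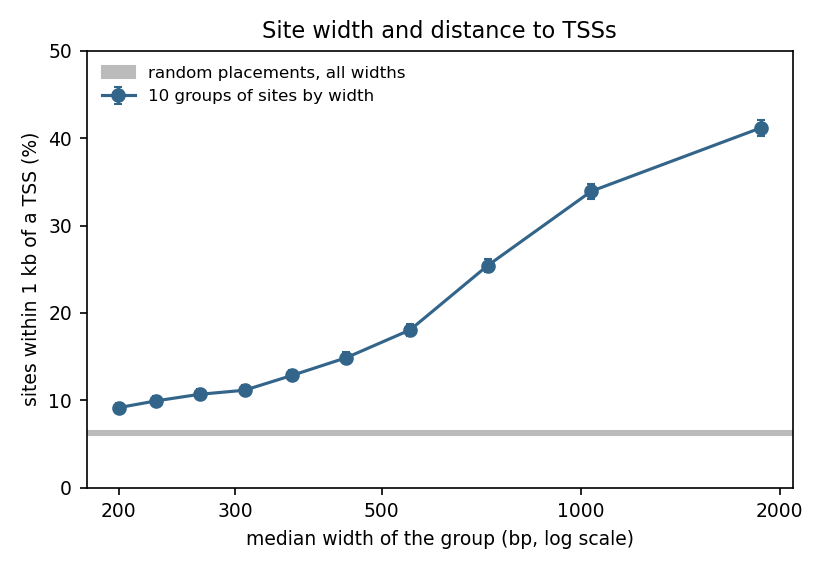
Share of sites within 1 kb of a TSS (y axis, %) in 10 groups of equal size ordered by width, against the median width of each group (x axis, bp, log scale). Bars are 95% Wilson intervals and the grey band is the range of 1000 random placements of all sites; the share rises from 9.17% to 41.2%.

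The next question was which part of the annotated genes carried a site. Of 53843 genes on chromosomes 1 to 19 and X, 16372 had a site within 1 kb of a TSS (30.4%, interval 30.0 to 30.8%). Among protein-coding genes it was 11908 of 21755 (54.7%, interval 54.1 to 55.4%), which was the largest shift among the alternatives. Long non-coding RNA genes, counted here as the annotated types lincRNA and antisense only, reached 24.0% (1983 of 8263). Processed pseudogenes reached 3.87% (381 of 9849). Counted by position rather than by gene, 49873 of 130588 distinct TSSs (38.2%) had a site.

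The study distinguished CGI promoters, with a CGI within 1 kb of the TSS, from non-CGI promoters. By this definition, 13732 of the 22885 promoter sites were at CGI promoters (60.0%, interval 59.4 to 60.6%). With stricter CGIs of at least 500 bp the share was 40.5%. Counted by TSS rather than by site, 37621 of 49873 distinct TSSs with a site had a CGI within 1 kb (75.4%, interval 75.1 to 75.8%). A CGI overlapped the site itself in 50.2% of promoter sites but in only 0.930% of the other 99286 sites. Seen from the genes, 10195 of 12683 protein-coding genes with a CGI had a site (80.4%, interval 79.7 to 81.1%), compared to 1713 of 9072 without a CGI (18.9%, interval 18.1 to 19.7%). These intervals did not overlap. Of the 16114 CGIs, 63.98% overlapped a site.

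The density of sites was compared with the density of genes across chromosomes. Autosomes carried 49.4 ± 7.21 sites per Mb (mean ± SD, n = 19 chromosomes). The highest density was on chromosome 15, with 69.1 sites per Mb, and the lowest on the X chromosome, with 12.01 sites per Mb. Chromosomes 12 and 14 had the lowest densities among autosomes, with 38.2 sites per Mb each. Densities of sites and genes were not correlated over the 20 chromosomes (Pearson's r = 0.255, two-sided permutation p = 0.237; Spearman's rho = 0.253, permutation p = 0.280). This was the single relation of its kind that was planned, apart from its alternatives. Without chromosomes 7 and X, which were farthest from the median gene density, r was 0.0850 (permutation p = 0.741). The call depended on how density was measured. With base pairs in sites in place of the number of sites, r was 0.474 (permutation p = 0.0472).

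**Figure D3:**
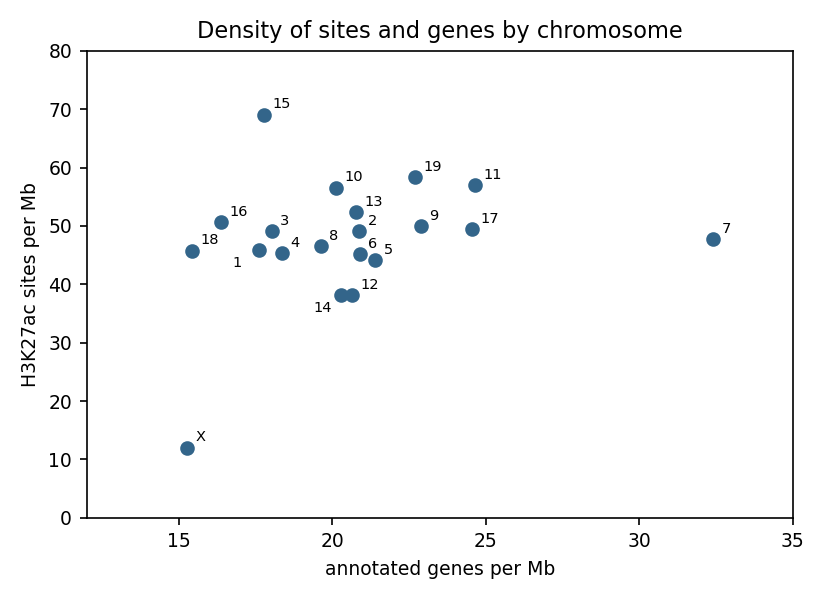
H3K27ac sites per Mb (y axis) against annotated genes per Mb (x axis), with a point for each of chromosomes 1 to 19 and X. Chromosome 15 lies highest with 69.1 sites per Mb and X lowest with 12.01, and the 2 densities were not correlated (r = 0.255).

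Sites were clustered. Another site was less than 1 kb away for 88229 sites (72.2%, interval 72.0 to 72.5%), compared to a random mean of 15.2% and a range of 14.8 to 15.7% (one-sided permutation p = 0.000999, the smallest possible). Gaps of less than 1000 bp made up 49.4% of all gaps between neighbouring sites, and the median gap was 1044 bp. Merging sites across these gaps left 61769 regions with a median width of 891 bp. Of these, 33942 consisted of 1 site and 3900 of 5 or more, and the region with the most sites had 53. With a gap of 5 kb, 85.5% of sites had a neighbour, compared to 43.1% at random.

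Single loci that the study examined were then considered. All 11 genes of this group had at least 1 site within 1 kb of a TSS, with 19 sites in total and at most 3 per gene. The gene's annotated 5′ end was inside a site for 6 of them, Egr1, Rspo2, Nrf1, Ppbp, Wdr5 and Rbbp5. A CGI was found within 1 kb of a TSS for 9 genes, the exceptions being Ppbp and Rbbp5.

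At the immediate early gene Egr1 (chromosome 18, 34859823 to 34864984, plus strand, GRCm38), 3 sites followed each other. The first (34859029 to 34859893, 865 bp) began at position -794 relative to the 5′ end and ended 70 bp downstream of it in the 5′ UTR. The second (34860014 to 34861159, 1146 bp) was within the annotated UTR. The third (34861268 to 34863040, 1773 bp) covered UTR and coding sequence. The gaps between them were 120 and 108 bp. At Rab8a (chromosome 8, 72161200 to 72183904, plus strand), a site of 363 bp upstream (72160525 to 72160887) and a site of 988 bp downstream (72161307 to 72162294) flanked the 5′ end. The gap between them was 419 bp and included the 5′ end, which was located in a CGI (72160617 to 72161662). The upstream site overlapped an exon of the non-coding gene Gm16091, and the downstream site covered UTR, coding sequence and the start of the intron.

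**Figure D4:**
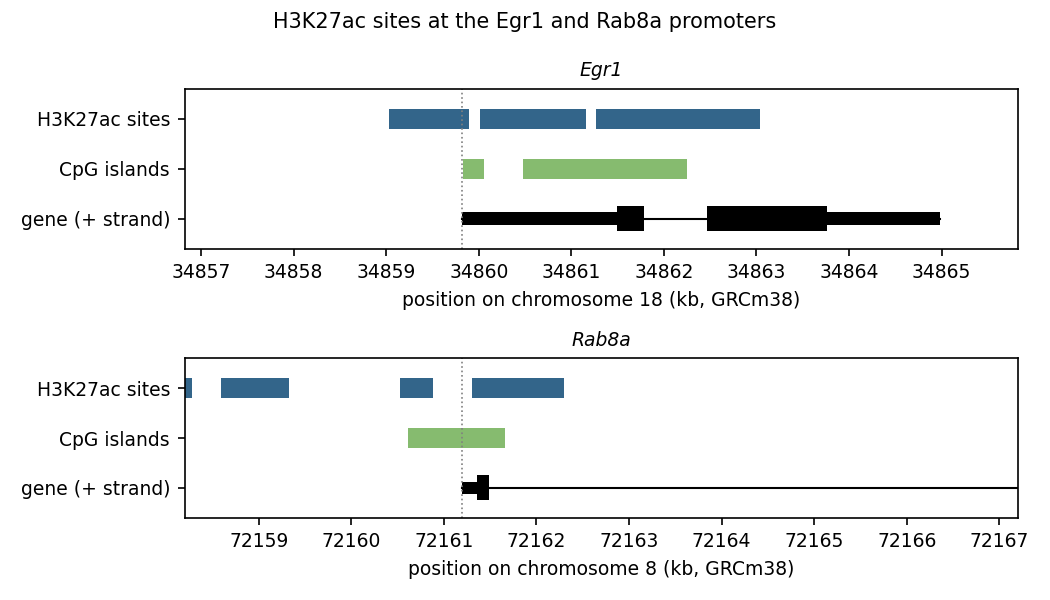
Map of H3K27ac sites and CGIs at Egr1 and Rab8a (x axis, position in kb on GRCm38), with exons as thin and coding sequence as thick black boxes and the 5′ end as a dotted line. At Egr1 the first of 3 sites covers the 5′ end, whereas at Rab8a the 5′ end is in a gap of 419 bp between 2 sites.

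Rspo2 (chromosome 15, 43020794 to 43170826, minus strand) had a single site of 2853 bp (43168411 to 43171263) that covered the 5′ end, UTR and coding sequence. It was the widest site at any of these genes. The narrowest was that of Zfp503 (chromosome 14, 21983959 to 21989601, minus strand), an intronic site of 218 bp (21988642 to 21988859). It was among the narrowest 25% of the list, and Zfp503 had 0 sites once these were omitted. Il7 had a site of 1147 bp that began 84 bp downstream of its 5′ end, in UTR and coding sequence. Nrf1 had a site of 1993 bp over its 5′ end and 2 narrow sites of 295 and 254 bp at internal TSSs. Ppbp had a site of 825 bp over its 5′ end.

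Genes of the core subunits that assist the KMT2 methyltransferases were included as well. Among them, Ash2l is the endogenous gene, which lacked an exon in these cells and did not encode the degraded protein. Ash2l (chromosome 8, 25815996 to 25847694, minus strand) had 3 sites, the widest of which (25840074 to 25841829, 1756 bp) covered UTR and coding sequence. It started 5865 bp downstream of the outermost 5′ end, at an internal TSS. Wdr5 had 1 site of 2060 bp over its 5′ end, and Rbbp5 had a site of 989 bp over its 5′ end and another of 448 bp upstream. Dpy30 had 1 site of 1222 bp, which began 6975 bp downstream of its outermost 5′ end, at an internal TSS.

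The 5 widest sites were on different chromosomes. The widest measured 23883 bp (chromosome 10, 60797795 to 60821677) and was located at Unc5b and the non-coding gene Gm19972. A site of 23608 bp (chromosome 2, 173252840 to 173276447) was at Pmepa1, one of 22711 bp (chromosome 11, 94929041 to 94951751) at Col1a1, and one of 22157 bp (chromosome 15, 76186980 to 76209136) at Plec. These 3 covered UTRs and coding exons. The next, with 19278 bp (chromosome 6, 31064324 to 31083601), was at the non-coding gene Lncpint and was the only one of the 5 without a TSS inside.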

Values the study reported

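The study reported more than 122,000 H3K27ac sites over all samples. Roughly 5% of them had a lower signal after 16 h of dTAG-13. Most sites with a lower signal lay at promoters, within 1 kb of a TSS. Of the promoters with lower H3K27ac, 85% were CGI promoters, both after 8 and after 16 h. For this split, CGIs were sought within 1 kb of the TSS. The study gave this share in a comparison that began with a window of 3 kb around TSSs. It counted promoters and used the UCSC CGIs, so the share is not directly comparable with those of promoter sites above. The study concluded that CGI promoters responded only slightly more than others.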

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

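The test in this part was chosen after the result was seen. The list contained 57 sites on 15 sequences other than chromosomes 1 to 19, X and Y, which no comparison of the report used. They were set apart because they lay outside the data compared, and they made up 0.0466% of all sites. Their median width was 384 bp. One of these sequences carried 26 of the sites, while 7 sequences had 1 site each. A candidate explanation is that they are copies of chromosomal sequence, since assembly patches repeat stretches of chromosomes and reads can align to either copy. Of the 57 sites, 44 lay on the 11 sequences that the primary-assembly annotation does not name, as patches would, and 13 on the 4 unplaced sequences that it does name. Whether each site had a counterpart on a chromosome was not analysed here, because the names of these sequences in the list were not linked to those of the reference. Sites of true unplaced sequence and copies of chromosomal sites therefore cannot be told apart. No biological explanation was tested, since the sites had no value per group.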

How the results depend on the processing

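For 6 results on the position and width of sites, 37 alternatives were run, 5 of them chosen after seeing the data. No result changed direction. The share of sites within 1 kb of a TSS stayed above every random placement under all 10 alternatives, from 13.7% to 30.5%, and exceeded the random mean between 1.91-fold and 5.30-fold. Random placement restricted to bases outside repeats, added later, gave a random mean of 8.38% in place of 6.26%. Promoter sites were wider than other sites under all 5 alternatives, with a ratio between 1.43 and 2.13. Another site was found nearby more often than at random under all 6 alternatives, between 1.98-fold and 5.73-fold. The random mean rose to 24.8% when each site was placed within its own 1-Mb bin, also added later, compared to an observed share of 72.2%.

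The correlation of sites per Mb with genes per Mb crossed the threshold of 0.05 in 1 of 6 alternatives. With base pairs in sites per Mb, r was 0.474 (permutation p = 0.0472). The other 5 gave r between 0.0166 and 0.399, with permutation p from 0.0855 to 0.942. Spearman's rho crossed it in 2, with 0.586 for base pairs (permutation p = 0.00712) and 0.475 for protein-coding genes only (permutation p = 0.0356), where r did not. The value of r for autosomes only was the lowest, so that the weak positive r of all chromosomes rested on X.

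Shares without a test moved beyond their 95% intervals in each of their 10 alternatives, as their definitions changed. The share of genes with a site was 33.8% with a window of 2 kb, 36.3% with 3 kb, 31.9% with any overlap, 54.7% among protein-coding genes and 29.1% without the narrowest 25% of sites, compared to 30.4%. The share of promoter sites at a CGI was 40.5% with stricter CGIs, 50.2% with a CGI overlapping the site itself, 50.6% with a window of 3 kb and 64.2% without the narrowest 25%, compared to 60.0%. It was 61.0% with CGIs called from unmasked sequence, which was added later. For single genes and chromosomes, 40 of 48 alternatives left the value within 1.5-fold or the chromosome the same, and 8 changed it. Of these 8, wider windows raised the count of sites in 7. Chromosome 15 remained highest and X lowest without assembly gaps and without the narrowest 25%.

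No paired analysis was possible because the list had no value per sample, so that the replicate numbers shared by the groups had nothing to pair. For the same reason 25 alternatives planned for read counts were not run: another count model, scaling to library size alone, no low-count filter, the replicate number as a block, and leaving out each replicate in turn, for each of the 5 time points. Other splits of the samples were not counted either. How far the list depends on read depth or on single libraries cannot be judged from positions.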

Other observations

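Of the tests in this part, those on the number of genes on X and 15, on the 5 densest bins of chromosome 15, on narrow sites on X, on the smallest length and chance calls at 200 bp, and on the base 100 bp upstream of TSSs, with and without a CGI, were chosen after the result was seen. No biological explanation was tested against the groups, since the sites had no value per sample.

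The Y chromosome had 0 sites, and 0 of its 183 protein-coding genes had one, which allows a share of up to 1.64%. A lack of sequence outside repeats did not account for this. At the density of the X chromosome, the lowest of all, the 3.27 Mb of Y outside gaps and repeats would have held 77.1 sites. The X-linked partners of Ddx3y, Kdm5d, Uty and Eif2s3y argued against genes of a kind without H3K27ac in these cells, since all 4 of them, Ddx3x, Kdm5c, Kdm6a and Eif2s3x, had a site. Cells without a Y chromosome and removal of Y before or after peak calling remained open, and neither was tested. The labels give no sex of the cells.

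The X chromosome had a low density of sites. Fewer genes were not the whole cause, as X had 2.17 sites per protein-coding gene and autosomes had at least 3.44. More repeats were not either, with 23.6 sites per Mb outside repeats on X and at least 58.8 on autosomes. A candidate explanation is weaker signal over the whole of X, for example from fewer copies than of autosomes. Sites at protein-coding genes with a CGI had a median width of 663.5 bp on X, below all 19 autosomes, which ranged from 712 to 831 bp. The share of such genes with a site was also lowest on X, at 74.2% compared to 76.1% or more. Sites away from promoters were more depleted than promoter sites, at 0.217 and 0.418 times the autosomal median per Mb. A shortage of narrow sites did not accompany this. The narrowest 25% of the list made up 35.2% of the sites away from promoters on X, compared to 25.8 to 30.1% on autosomes. Fewer active enhancers on X remained open as well. Without read depth, copy number and activity were not separated.

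Chromosome 15 had the highest density of sites, although it had fewer genes per Mb than most chromosomes. Gene number did not account for it, with 9.15 sites per protein-coding gene compared to at most 8.09 on other autosomes. Splitting of stretches into many sites did not either, because merging sites less than 1 kb apart left 33.9 regions per Mb compared to at most 29.2. The 5 densest 1-Mb bins alone did not account for it, since without them chromosome 15 still had 59.6 sites per Mb and other autosomes, treated alike, at most 53.0. Dense stretches in a wider sense remained possible. The median bin of chromosome 15 had 51 sites, within the range of the other autosomes, which reached 54 on chromosome 11. Stronger signal over the whole chromosome, as from an extra copy, could not be decided. The median width at protein-coding genes with a CGI was 827.5 bp, exceeded by 1 autosome, whereas 15 of the other 18 autosomes had a higher share of such genes with a site. The excess was at sites away from promoters, with 59.7 per Mb compared to at most 47.6 elsewhere.

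Sites were concentrated in few places. Of 2645 bins of 1 Mb, 504 held 50% of all sites and 290 had none. The bins covered whole chromosomes with their assembly gaps, so some bins without a site may lie in gaps. The median bin had 34 sites. The 4 densest bins were singled out after their values were seen. They were on chromosome 2 (117000001 to 118000000, 362 sites, with Fam98b, Rasgrp1 and Spred1), chromosome 7 (112000001 to 113000000, 357 sites, with 6 protein-coding genes including Tead1 and Mical2), chromosome 15 (62000001 to 63000000, 299 sites, with 0 protein-coding genes) and chromosome 16 (24000001 to 25000000, 293 sites, with Lpp). At most 5.04% of the sites in these bins were within 1 kb of a TSS.

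The 7054 sites of exactly 200 bp, compared to 462 that were 1 bp wider, with none narrower, fit a smallest length set in peak calling. They were not chance calls throughout. Of the 7051 on chromosomes, 50.4% (interval 49.3 to 51.6%) had a wider site less than 1 kb away, compared to 11.5% on average and at most 12.4% in 100 random placements outside repeats. Closeness to TSSs did not decide it, because the answer depended on the random placement. The share within 1 kb of a TSS was 8.82%. Placement as in the main tests gave 6.19% on average and at most 7.01% (one-sided permutation p = 0.000999). In 1000 placements outside repeats the average was 8.29% (one-sided permutation p = 0.0629). A part of them may still be chance calls. Pieces at the flanks of wider sites were a further explanation, which needed a wider site nearby for more than 50% of them. The limit of 50% was set beforehand, and the use of the interval was decided after the value was seen. As the interval included 50%, this was left undecided.

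The flanking sites at Rab8a raised the question whether sites part at the TSS in general. Among 10794 protein-coding genes with a site within 1 kb of the 5′ end, 1780 (16.5%) had an uncovered 5′ end with sites on both sides. The test set beforehand gave no lower coverage at the 5′ end itself, which was inside a site in 70.8% of genes. The bases 500 bp upstream and downstream were covered in 53.4% and 84.5%. The lowest coverage close to the TSS was 100 bp upstream, with 55.3%, compared to 66.8% at 300 bp upstream and 91.4% at 100 bp downstream. It was below both on 20 of 20 chromosomes (two-sided exact sign-flip permutation p = 1.91e-06), which argues against gaps that fall anywhere in a promoter. At the 1467 genes without a CGI this was not seen with the same bases. Coverage was 50.2% at 100 bp upstream and 50.0% at 300 bp upstream, and 9 of 20 chromosomes showed a lower value (exact sign-flip permutation p = 0.509). Coverage of these genes already declined at 300 bp upstream, to 44.4% at 400 bp, so this base was a low reference. At 200 bp upstream they reached 51.8%, with an interval (49.2 to 54.4%) overlapping that at 100 bp (47.7 to 52.8%). Genes with a CGI had 67.4% at 200 bp and 56.1% at 100 bp upstream. With the bases of the test, the difference between genes with and without a CGI was 14.4 ± 6.79 percentage points (mean ± SD, n = 20 chromosomes; exact sign-flip permutation p = 1.91e-06). Its size depends in part on the reference at 300 bp upstream. Poor sequencing of GC-rich DNA may give this lower coverage upstream. Downstream, however, genes with a CGI were covered more often than genes without. The values were 92.9% and 81.5% at 100 bp downstream, and 94.1% and 79.0% at 300 bp downstream. Without read depth, this did not exclude poor sequencing. Removal of nucleosomes upstream of CGI promoters may also give the lower coverage there, and the positions alone did not separate these explanations. The study reported little H3K4me3 (trimethylated histone H3) close to TSSs and particularly accessible chromatin there. It did not give this for CGI promoters apart.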
